# Gene Expression Profiling of Pulmonary Artery in a Rabbit Model of Pulmonary Thromboembolism

**DOI:** 10.1371/journal.pone.0164530

**Published:** 2016-10-31

**Authors:** Zhiyuan Tang, Xudong Wang, Jianfei Huang, Xiaoyu Zhou, Hao Xie, Qilin Zhu, Minjie Huang, Songshi Ni

## Abstract

Acute pulmonary thromboembolism (PTE) refers to the obstruction of thrombus in pulmonary artery or its branches. Recent studies have suggested that PTE-induced endothelium injury is the major physiological consequence of PTE. And it is reasonal to use PTE-induced endothelium injury to stratify disease severity. According to the massive morphologic and histologic findings, rabbit models could be applied to closely mimic the human PE. Genomewide gene expression profiling has not been attempted in PTE. In this study, we determined the accuracy of rabbit autologous thrombus PTE model for human PTE disease, then we applied gene expression array to identify gene expression changes in pulmonary arteries under PTE to identify potential molecular biomarkers and signaling pathways for PTE. We detected 1343 genes were upregulated and 923 genes were downregulated in PTE rabbits. The expression of several genes (IL-8, TNF-α, and CXCL5) with functional importance were further confirmed in transcript and protein levels. The most significantly differentially regulated genes were related to inflammation, immune disease, pulmonary disease, and cardiovascular diseases. Totally 87 genes were up-regulated in the inflammatory genes. We conclude that gene expression profiling in rabbit PTE model could extend the understanding of PTE pathogenesis at the molecular level. Our study provides the fundamental framework for future clinical research on human PTE, including identification of potential biomarkers for prognosis or therapeutic targets for PTE.

## Introduction

Acute pulmonary thromboembolism (PTE) is the most common form of pulmonary embolism (PE), which refers to the obstruction of thrombus in the pulmonary artery or its branches. Worldwide, PTE is a major contributor to global noncommunicable disease burden with considerably high mortality and morbidity[1,2]. Traditionally, PTE is more prevalent in developed countries than in developing countries, with its incidence increasing along with the aging of the population[3]. Despite the lower annual incidence of PTE in Asia populations[4,5], PTE has been increasing recently due to the elevated life expectancy in these countries. Recent studies in Asian countries have indicated that PTE rate among hospitalized patients is approaching the rates observed in Western countries[6].

The main pathology of PTE is pulmonary artery hypertension, hypoxia and hemodynamic instability. When the right ventricular load significantly rises, right side cardiac failure may develop with hypotension[7,8]. PTE is also a common cause of pulmonary vascular endothelium injury. Vascular endothelium cells (VECs) act as the mechanical barrier between the circulating blood and the smooth muscle in the vascular wall, with normal ones being critical for maintaining vascular permeability and regulated inflammatory reaction.

During PTE manifestation, thrombi trapped in pulmonary vessels would damage the vascular endothelium, thus causing unregulated release of proinflammatory mediators[7,9]. In addition, endothelial progenitor cells are mobilized from bone marrow to the circulation to repair damaged endothelium. It has been shown that pulmonary vascular remodeling triggered by repeated vascular injuries of the pulmonary vessels may lead to secondary pulmonary hypertension[10], which is the main clinical consequence of PTE. Therefore, it has been hypothesized that PTE-induced endothelium injury plays a crucial role in the pathophysiological consequences of PTE[1]. However, a study in children does not show evidence of persistent pulmonary hypertension after PE[11].

Several studies have investigated the expression changes of plasma biomarkers in pulmonary artery during PTE. Brain natriuretic peptide (BNP) as well as N-terminal pro-BNP (NT-proBNP) in blood has been identified as biomarkers to predict echocardiographic right ventricular (RV) dysfunction in patients with acute PTE[12,13]. Troponin I and D-dimer have also been reported to growin PTE patients[14]. In addition, Celik et al identified increased level of plasma Tenascin-C among acute PTE patients[15]. However, genome-wide gene expression profiling of pulmonary artery tissues of PTE patients has not been analyzed yet.

In the current study, we first determined whether the rabbit autologous thrombus model accurately represents human PTE disease. Then we analyzed gene expression changes of pulmonary artery during acute rabbit model. The goal of the study is to find out endothelial gene expression changes in PTE and perhaps further to identify candidate biomarkers that may play important roles in the disease. At the same time, the study is engaged in the assessment of PTE disease severity, paving the foundation for future PTE clinical research.

## Materials and Methods

### Ethics Statement

All animal experiments were approved by the Animal Ethics Committee of Affiliated Hospital of Nantong University (Nantong, China). This research was performed in strict accordance with the guidelines for animal experimentation of this institution. We made every effort to minimize animal suffering, distress and pain. When the rabbit become inaction, the fur loses luster and looks dull, we consider the rabbits were through distressing. And we had in place a protocol for early/humane endpoints. When rabbits became breathless, with low heart beat or low blood pressure, the animals were sacrificed. We tried to reduce the number of animals being used in our study. The procedures of animal experiments were carried out as humanely as possible.

### Animals and PTE model establishment

Animals were maintained in standard raised-flooring cages at approximately 25°C and 12-h light and 12-h dark in the Department of Animal Center, Medical College of Nantong University. Twenty healthy China big-ear rabbits, specific-pathogen-free (SPF) grade and weighing between 2.5 and 3 kg, were purchased from the Center of experimental animals of the Nantong University. These rabbits were randomly divided into control (n = 10) and experimental group (n = 10). One hour before the experiment, thrombi were generated by collecting 0.5 ml blood from the marginal ear vein and placing into a sterile petri dish for 45 minutes at room temperature. The autologous blood clot was subsequently cut into 5 mm sized aliquots and suspended in sterile saline. We disinfected the operation site with iodine and alcohol before surgical procedures to minimize infection, we used sodium pentobarbital (3ml/kg, IV) through marginal ear vein injection for anesthesia during surgical procedures to alleviate suffering. After anesthesia, a venous catheter was placed in the exposed and isolated femoral vein. In the experimental group, the blood clot in 10 mL of saline was injected into the femoral vein. An additional 5 mL of saline were used to flush the catheter. In the control group, 15 mL of saline were injected into the femoral vein. After operation, we first made sure there was no bleeding, then sutured the skin, disinfected the site with iodine., The rabbits were left in the case until they recover. The rabbits were monitored three times every day. Before animal sacrificed, 1 ml blood was collected through ear vein, serum was prepared through centrifugation, and stored at -80°C. After blood draw, heparin was given at 1000U/kg through ear vein.

### Tissue and blood sample collection

Seven days after the injection of autologous blood clot, the animals were given heparin 1 mL/kg via the marginal ear vein before being sacrificed with an overdose of mobarbital (2 mL/kg). Blood was drawn from the pulmonary artery, centrifuged at 3,000/min at 4°C for 10 minutes. The serum was stored in -80°C. The pulmonary arteries were ligated just before entry into the lungs, dissected out and rinsed with saline. The pulmonary artery from one side was fixated in 10% neutral formalin or 48 hours and the artery from the other side was stored in -80°C. Bilateral pneumonectomy was performed, the lungs were inspected for infarct. The infarcted tissue was removed and fixated in formalin in 48 hours.

### Morphological Analysis

Tissue sections (4 um) of the formalin-fixated pulmonary artery and infarcted lung tissue were prepared following routine procedures of water rinse, sequential dehydration, paraffin embedding, sectioning on microtome and H&E staining. The H&E slides were baked in 65°C oven for 2 hours before microscopic examination.

Eight random microscopic fields of the lung parenchyma were selected for morphologic analysis of the pulmonary arteries by the HPIAS 1000 high-definition system. The extrapulmonary artery was examined for luminal narrowing and endothelial denudation.

### RNA isolation and gene expression profiling

RNA was isolated from frozen pulmonary artery using the Trizol method. Total RNA from each sample was quantified using the NanoDrop ND-1000 and the RNA integrity was assessed using standard denaturing agarose gel electrophoresis. For microarray analysis, Agilent Array platform was employed. The sample preparation and microarray hybridization were performed according to the manufacturer’s standard protocols. Briefly, total RNA from each sample was amplified and transcribed into fluorescent cRNA with using the manufacturer’s Agilent’s Quick Amp Labeling protocol (version 5.7, Agilent Technologies). The labeled cRNAs were hybridized onto the Whole Rabbit Genome Oligo Microarray covering 14,765 genes (4x44K, Agilent Technologies). Finally, the hybridized arrays were scanned by the Agilent Scanner G2505C. A total of 8 RNA samples (4 control samples and 4 experimental samples) were analyzed by the expression microarray.

Agilent Feature Extraction software (version 11.0.1.1) was used to analyze acquired array images. Agilent probe IDs were mapped to Ensembl Gene IDs by bioDBnet[16]. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v11.5 software package (Agilent Technologies). After quantile normalization of the raw data, genes that at least 4 out of 8 samples have flags in Detected (“All Targets Value”) were chosen for further data analysis. Differentially expressed genes with statistical significance were identified through Volcano Plot filtering. Finally, gene clustering analysis was performed using J-express and MeV with Pearson distance and average linkage[17,18].

### Functional analyses of differentially expressed genes

In order to analyze functional relevance of differentially expressed genes, we first converted rabbit gene IDs (Oryctolagus cuniculus, OryCun 2.0) to human homologous gene IDs (Homo sapiens, GRCh38.p5) using BioMart based on Ensembl release 83 (http://www.biomart.org/)[19]. For one-to-many mapping genes, we selected the gene with the highest sequence homology.

Functional enrichment analysis of differentially expressed genes (DEGs) were performed using the WebGestalt online tool[20]. To identify statistically significant enriched terms among GO, KEGG and disease databases, the total genes interrogated were set as the background and an adjusted P value of 0.05.

We have reported our microarray dataset in the following repository: Gene Expression Omnibus, No. GSE84738 (NCBI tracking system #17972531)

### Expression validation by qRT-PCR and western blot analysis

IL-8, TNF-α, CXCL5 and β-actin mRNA levels were determined by quantitative reverse transcription PCR (qRT-PCR)[21]. The primers used were as follows: IL-8 forward primer (5’- ATG ACT TCC AAG CTG GCC GTG GCT-3’) and reverse primer (5’-TCT CAG CCC TCT TCA AAA ACT TCT C -3’); TNF-α forward primer (5’- CGA GTG ACA AGC CTG TAG C -3’) and reverse primer (5’-CCT TCT CCA GCT GGA GAG C-3’); CXCL5 forward primer (5’-GAG AGC TGC GTT GCG TTT G-3’) and reverse primer (5’-TTT CCT TGT TTC CAC CGT CCA-3’); GAPDH forward primer (5’-ACCACAGTCCATGCCATCAC-3’) and reverse primer (5’-TCCACCACCCTGTTGCTGTA-3’). Sample input was normalized to β-actin mRNA expression. IL-8, TNF-α, CXCL5 and β-actin protein levels were determined by western blot analysis[22], using following antibodies: ab34100 (1:1000 dilution, abcam, Cambridge, MA) for IL-8, ab199013 (1:1000 dilution, abcam, Cambridge, MA) for TNF-α, ENA-78 (1:1000 dilution, Santa Cruz Biotechnology, Santa Cruz, CA) for CXCL5 and ab8226 (1:500 dilution, abcam, Cambridge, MA) for β-actin.

### Statistical analysis

All data were expressed as the mean ±standard deviation (SD). The statistical significance of differences between groups was determined using a two-tailed Student’s t-test and one-way ANOVA. A probability (p) less than 0.05 is considered statistically significant. Each experiment consisted of at least three replicates per condition.

## Results

### Rabbit model recapitulates pathogenesis of human PTE

At the time of sacrifice, PTE rabbits had lower body weight (2200g±400g vs 2500g±500g), diminished physical activity, yellow hair and reduced appetite when comparing to the control group rabbits. Of gross appearance, the lungs from PTE rabbits were unevenly inflated. Adhesion between lung base and pleura could be detected in some cases as well as wedge shaped infarct in the apex pointing to the hilum. The embolus could be seen in the cross section of pulmonary artery (Fig 1E and 1F). Microscopically, embolus was found in pulmonary arterioles. The endothelial hyperplasia and neutrophilic infiltrates were observed in the pulmonary artery in the PTE rabbits (Fig 1A–1D). Two rabbits died prior to the experimental endpoint, one due to anesthesia overdose, the other due to pulmonary embolism. In summary, both gross and microscopic observations of lung and pulmonary artery from PTE rabbits resembled the pathogenesis of human PTE.

**Fig 1:**
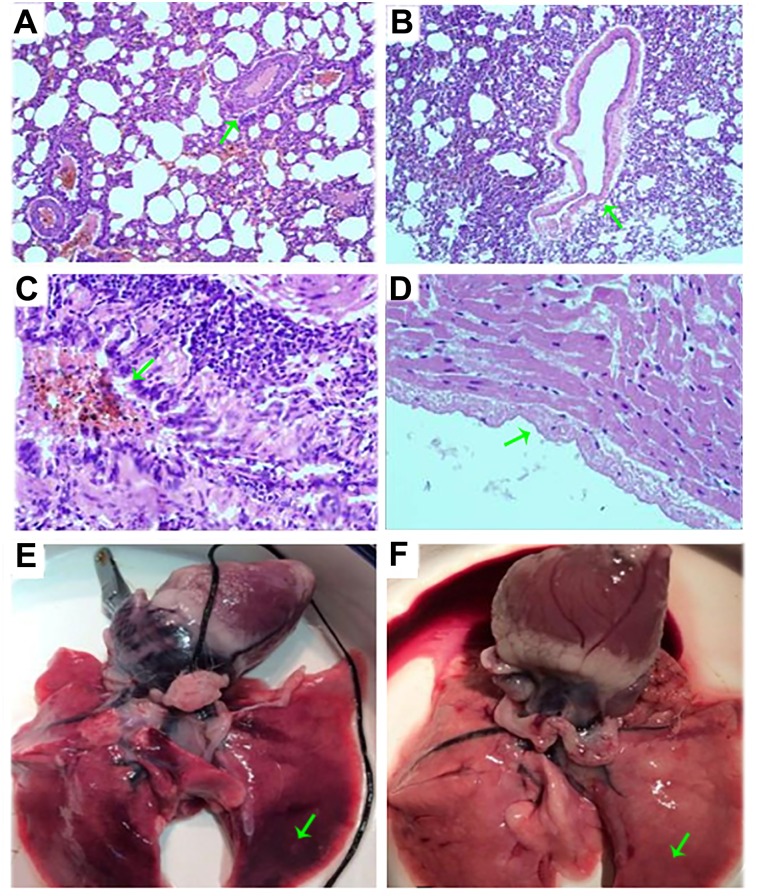
H&E staining of pulmonary arteries and photos of the lung from control and PTE rabbits. (A) and (C): microscopic H&E staining of pulmonary arteries from PTE rabbit, 100 x and 400 x amplification respectively; (B) and (D): microscopic H&E staining of pulmonary arteries from control rabbit, 100 x and 400 x amplification respectively; E: gross appearance of lung tissue from PTE rabbit; F: gross appearance of lung tissue from control rabbit.

### PTE leads to dramatic gene expression changes in pulmonary artery tissues

Hierarchical clustering analysis grouped datasets based on their experimental groups (Fig 2A), and box plot within each experimental group (S1 Fig) indicated good reproducibility within the group and significant difference between groups. 

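Pulmonary artery RNA from control rabbits, which received 15 mL of saline, and from PTE rabbits, which received autologous blood clots in saline, was taken 7 days after the injection and measured on 8 single-color Agilent Whole Rabbit Genome arrays, 4 per group. The values deposited by the authors are intensities, the signals of Agilent Feature Extraction after background subtraction and spatial detrending within each array, and before any normalization between arrays. Each array had 45220 spots, of which 43803 were not controls and measured 43603 probes. On the control arrays 68.0% to 75.9% of the probes were well above background, and on the PTE arrays 74.97% to 83.5%. The median signal was 38.9 to 55.4 intensity units on the control arrays and 77.9 to 87.9 on the PTE arrays, and no spot was saturated. Replicates 1 and 2 of both groups were scanned in session 1 and replicates 3 and 4 in session 2. Control arrays lay at slide positions 3 and 4 and PTE arrays at positions 1 and 2, so slide position and group cannot be told apart. Spots with an outlier flag were left out, the log2 signals were averaged over the spots of a probe and quantile normalized, and the 34715 probes that were well above background on at least 4 of the 8 arrays were kept. The small number of arrays limits the precision of every value.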

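Pearson's r was calculated between arrays over the 34444 kept probes measured on all of them, which are not independent replicates. It was 0.997 between control replicates 1 and 3 and 0.996 between control replicates 2 and 4, and 0.943 to 0.947 for the other control pairs. Among the 4 PTE arrays r was 0.996 to 0.999, and between the groups 0.804 to 0.808. Average linkage on 1 minus r separated the groups at 2 clusters. At 3 clusters, control replicates 1 and 3, control replicates 2 and 4, and the 4 PTE replicates each formed a cluster. The lowest r within a group was above the highest r between groups by 0.134, and this gap shrank most, to 0.0754, when dim probes were not removed. The differences between arrays were then compared with the technical noise, taken from 31 probes that each have 5 spots on the array. Their replicate spots had a median absolute log2 difference of 0.0718 to 0.106 within an array. Relative to this noise at the same signal, control replicates 1 and 3 differed by 0.647 times, control replicates 2 and 4 by 0.642 times, and no pair of PTE arrays by more than 0.875 times. The other control pairs differed by at least 5.73 times the noise and pairs of a control and a PTE array by at least 5.61 times. Arrays of a group within 2 times the noise were averaged and counted as 1 replicate unit, which gave 2 control units and 1 PTE unit. Between the PTE arrays at position 1 and those at position 2, 68 of 32352 probes well above background on all 4 arrays differed by over 2-fold in both scan sessions, against 0 under the 2 other pairings of these arrays.

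**Figure D1:**
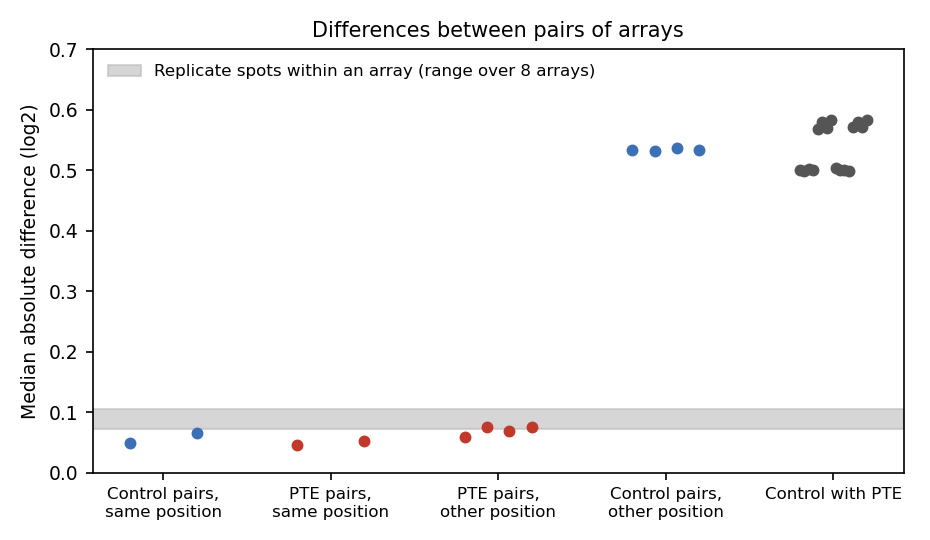
Median absolute log2 difference for each pair of arrays, with control pairs in blue, PTE pairs in red and pairs of a control and a PTE array in grey, split within a group by whether both arrays have the same slide position. The grey band is the range of replicate spots within an array over the 8 arrays, and all 6 PTE pairs and the control pairs of the same position lie in it or under it, while the other pairs lie far above it.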

To identify differentially expressed genes in PTE pulmonary arteries, we performed a volcano plot filtering between the two groups with different cutoff values (FDR<0.05, FC>2) (S2 Fig). Of 10, 356 Ensembl genes interrogated on the array in which a total of 1343 genes were up-regulated and 923 genes were down-regulated (Fig 2B, S1 Data).

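PTE was compared with control on the replicate units by limma's moderated test with Benjamini-Hochberg adjustment. With 3 units there was 1 residual degree of freedom, to which limma's prior added 5.06. The lone PTE unit was assumed to vary like the control units. Variation between PTE rabbits was therefore not measured. The calls and p-values on units cannot separate an effect of PTE from a difference of that single unit. Of 34704 probes tested, 1590 were up and 250 were down in PTE at FDR under 0.05 and over 2-fold. At an unadjusted p under 0.05 there were 4914 probes, of which 3264 were higher and 1650 lower in PTE. The array annotation lists Ensembl transcripts and not genes. Of 9785 transcripts with a tested probe, 402 had at least 1 probe up, 59 had at least 1 probe down and 0 had both. Over 2-fold differences without a test were found at 11470 probes between PTE and control replicates 1 and 3, at 12675 between PTE and control replicates 2 and 4, and at 9876 between the 2 control units, so the control units differed from each other at nearly as many probes as from PTE. With dim probes kept, limma called 0 probes up and 0 down out of 43546, while 4721 had an unadjusted p under 0.05. It also called 0 and 0 with the floor at the lowest signal well above background, while 4123 had an unadjusted p under 0.05. An exact two-sided permutation test on 2 units against 1 cannot give a p below 0.333.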

**Fig 2:**
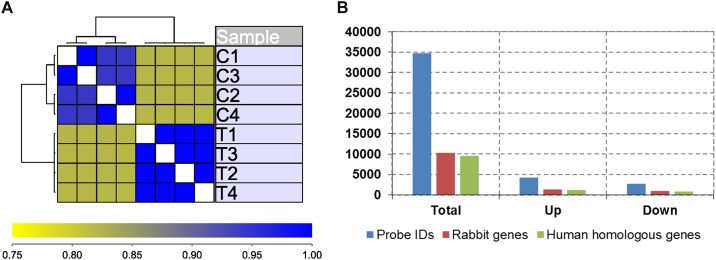
Gene expression profiling pulmonary arteries from control and PTE rabbits. (A) Unsupervised clustering of gene expression datasets of pulmonary artery from four control and four PTE rabbits. (B) Total number of probes, rabbit gene numbers and matched homologous human genes on the expression array, as well as numbers of upregulated and downregulated genes in PTE rabbits compared to control rabbits.

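The probes were named through the RefSeq accession of the array annotation, then through the names in the readable part of S1 Data, then through other probes of the same transcript. In this way 6122 of the probes on the array were named, with 2124 gene symbols, and 1979 symbols had at least 1 probe that passed the filter on dim probes. An Ensembl transcript was listed for 23731 probes, with 11392 different transcripts. A symbol could be compared between both sources for 136 probes and was equal for 133. Most probes therefore have no gene name here, and every tally of named genes covers only a part of each pathway.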

### Functional analysis of differentially expressed genes associated with PTE

Of overall differentially expressed genes, the top twenty biological processes and cellular components were listed in Fig 3. 

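Immune and matrix genes were read from lists of marker genes. A list's change is the median over its named genes of the log2 change between the PTE unit and the mean of the control units, each gene at the mean of its probes, and the SD is that of the medians of the changes from each of the 2 control units. The median log2 change of T cells was 3.38 ± 0.34 (SD, n = 2) over 6 genes, of which 5 were higher in PTE. B and plasma cell genes had a median change of 3.67, with 4 of 5 higher, and the medians from the single control units were 4.06 and 3.95. For macrophages the median was 1.78 ± 0.43 (SD, n = 2), with 4 of 5 genes higher, and for neutrophils 1.75, with 6 of 7 higher. The macrophage median and its SD are those of PPARG, which is also in the list of adipocyte markers. APOE, counted as higher, changed by 0.07, and its PTE value lay between those of the control units. The neutrophil medians from the single control units, 1.76 and 1.75, nearly coincide and understate the spread, since leaving out single arrays gave 1.63 to 1.88 and the scan sessions alone 1.97 and 1.53. Compared with 10000 random lists of the same size and similar signal, these medians lay at percentiles 99.9, 99.8, 99.1 and 99.6, which describe the lists and do not test the condition. Among single genes, CD5 rose by 5.01 (SE 0.67, limma adjusted p = 0.0112) and CD3E by 5.81 (SE 0.88, adjusted p = 0.0174), although CD3E was well above background on only 2 of 4 control arrays. CD14 rose by 2.72 (SE 0.88, adjusted p = 0.203). CXCR1 had a change of −0.84 (adjusted p = 0.859), and its PTE value lay between those of the control units. The only probe of CXCR2 differed by 1.22 between the 2 PTE slide positions. The fibroblast and matrix list changed the other way, with a median of −2.05 ± 0.41 (SD, n = 2) and 10 of 10 genes lower, 9 of them by over 2-fold. The 9 probes of COL1A2 had changes of −2.54 to −1.80 and none of them passed the threshold. The immune medians depended on the background correction. With normexp on the median spot signal they were 1.87 for T cells, 1.25 for B and plasma cells, 0.97 for macrophages and 0.73 for neutrophils. With each gene at its brightest probe the B and plasma cell median was 1.95 and that of neutrophils 0.91.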

Four out of the top five biological processes were involved in immune system (immune response, regulation of immune response, immune system process, and regulation of immune system process) And four out of the top six cellular components were associated with extracellular components (extracellular region, cell periphery, extracellular region part, and extracellular space). In addition, of these significantly enriched functions and pathways, there were more upregulated genes than downregulated genes (S2 Data). 

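S2 Data lists the paper's changed genes for 28 KEGG terms in full. The paper's counts give more upregulated than downregulated genes in 23 of these terms and fewer in 5. For the 114 GO terms of S2 Data, the paper's counts give more upregulated genes in 89 terms, fewer in 24 and as many in 1, and those with fewer were 4 of 40 biological processes, 11 of 40 cellular components and 9 of 34 molecular functions. Among the genes of each KEGG term that could be named here, more were higher than lower in PTE in 23 terms, fewer in 4 terms and as many in 1. Over all KEGG terms there were 98 different named genes, of which 62 were higher, 56 of them by over 2-fold, and 36 lower, 30 of them by over 2-fold. These genes were chosen by the paper on the same arrays, so the tallies are not independent evidence. The median log2 change of all 34704 tested probes was −0.19.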

And content of the plasma brain natriuretic peptide (BNP) and N-terminal pro-BNP (NT-proBNP) of the control and PTE rabbits were determined(S1 Table). Plasma levels of BNP and NT-proBNP of PTE rabbits increased significantly than control rabbits (p <0.05).

**Fig 3:**
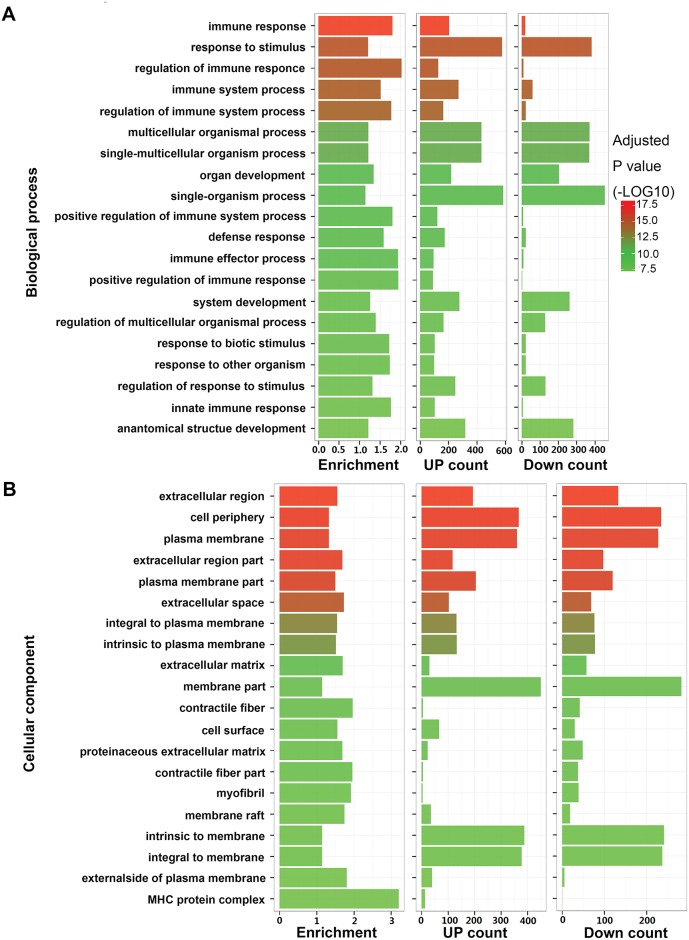
Functional analysis of differentially expressed genes in PTE pulmonary artery. (A) Top twenty enriched biological processes. (B) Top twenty enriched cellular components. From left to right: enrichment fold, number of upregulated genes, and number of downregulated genes. Different P values are indicated by different colors.

The enriched KEGG signaling pathways in up- or down-regulated genes included immune disease signaling pathway, cell adhesion molecules (CAMs) pathways (S3 Fig), and cytokine-cytokine receptor interaction (S4 Fig) [23–38]. 

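For CAMs the paper lists 33 changed genes, 27 up and 6 down. Of these, 12 could be named on the array, and 9 were higher and 3 lower in PTE, with changes of −1.57 to 5.87 and a median of 2.00. The lower genes were ITGB8, SELE and VCAN. Each of the 12 lay on the same side of both control units. For cytokine-cytokine receptor interaction the paper lists 44 changed genes, 36 up and 8 down. Of 20 that could be named, 15 were higher and 5 lower, with a median change of 2.86, and the higher genes include CXCL13 with the largest change, 7.18. The lower genes were ACVR2A, GHR, INHBA, TGFB3 and TNFSF8. All 20 lay on the same side of both control units. The paper chose the genes of both terms on the same arrays, so these tallies are not independent evidence.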

Of upregulated genes, the top KEGG signaling pathways included T cell receptor signaling pathway, NOD-like receptor signaling pathway, RIG-I-like receptor signaling pathway, Chemokine signaling pathway (S6 Fig), Fc epsilon RI signaling pathway, Toll-like receptor signaling pathway (S5 Fig)[39–50], and B cell receptor signaling pathway (Table 1). 

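Lists of core genes of the 7 pathways, not taken from the paper's calls, were followed on the replicate units. The median log2 change of Toll-like receptor signaling was 2.69 ± 1.32 (SD, n = 2 control units) over 19 named genes, 14 higher and 5 lower in PTE. It was 1.82 ± 0.94 (SD, n = 2) for NOD-like receptor signaling with 7 of 9 genes higher, and 1.12 ± 0.26 (SD, n = 2) for chemokine signaling with 13 of 18 higher. RIG-I-like receptor signaling had a median of 0.81 ± 0.36 (SD, n = 2) and 4 of 5 genes higher. The median was smaller for T cell receptor signaling, 0.45 ± 0.24 (SD, n = 2) with 11 of 19 genes higher. It was also smaller for Fc epsilon RI signaling, 0.45 with 4 of 7 higher, and 0.72 and 0.53 from the single control units. By over 2-fold, 8 genes were higher and 2 lower for T cell receptor signaling, and 3 and 0 for Fc epsilon RI. A median over all members does not measure the enrichment of upregulated genes that the paper reports. B cell receptor signaling had a median of −0.38, with 3 genes higher and 4 lower. The medians from the single control units were −0.16 and −0.0429, however, both closer to 0. Of its genes 2 were over 2-fold higher and 1 was over 2-fold lower. The list's median log2 signal was 9.08 to 9.13 on the PTE arrays and 7.67 to 7.96 on the control arrays. Among random lists the percentiles were 100 for Toll-like receptor and chemokine signaling, 99.97 for NOD-like receptor, 98.9 for T cell receptor, 94.3 for RIG-I-like receptor, 91.3 for Fc epsilon RI and 22.6 for B cell receptor signaling. TNF is a member of 5 of these lists and CXCL8 of 4, so the lists are not independent of each other. With background correction from the median spot signal the T cell receptor list fell to 0.10 and the RIG-I-like receptor list to 0.14. With each gene at its brightest probe the Toll-like receptor list fell to 1.39 and the NOD-like receptor list to 1.05. The chemokine list was then 0.95, Fc epsilon RI 0.38 and T cell receptor 0.36, while RIG-I-like receptor rose to 0.93 and B cell receptor stayed at −0.38. Leaving out control replicates 1 and 3 lowered the Toll-like receptor list to 1.34 and the NOD-like receptor list to 0.98. Leaving out control replicates 2 and 4 raised the T cell receptor list to 0.72.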

The top KEGG signaling pathway of downregulated genes was Calcium signaling pathway (Table 1).

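The calcium signaling list had 41 named genes past the filter, of which 32 were lower and 9 higher in PTE, with 20 lower and 2 higher by over 2-fold. Its median log2 change was −0.92 ± 0.28 (SD, n = 2 control units), and the largest fall was in TNNC1 and the largest rise, 3.15, in PRKCB. None of the random lists drawn for comparison had a median as low, which is percentile 0.00. The percentile describes the list and does not test the condition. Its members TNNC1, RYR2 and PLN are also in the list of cardiomyocyte markers, and TNNC2, RYR1 and ATP2A1 in that of skeletal muscle. Cardiac muscle RNA in the control samples may therefore account for part of the fall, and the calcium list was not compared without these genes. SLC25A4, one of the brightest members, had changes of −2.51 to −2.35 over its 5 probes, and its brightest probe had an adjusted p of 0.123 by limma. The 5 probes of ATP2A2 had changes of −1.79 to −0.79. CALM2 changed by −0.14 over the mean of its 3 probes, and its value in PTE lay between those of the 2 control units.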

**Table 1:** Enriched signaling pathways in upregulated and downregulated genes in PTE pulmonary artery.

Regulation	KEGG ID	Description	Gene count	P value
**Up-regulated**	4660	T cell receptor signaling pathway	23	4.0E-04
**Up-regulated**	4621	NOD-like receptor signaling pathway	13	1.6E-03
**Up-regulated**	4622	RIG-I-like receptor signaling pathway	13	3.0E-03
**Up-regulated**	4062	Chemokine signaling pathway	25	4.0E-03
**Up-regulated**	4664	Fc epsilon RI signaling pathway	14	6.8E-03
**Up-regulated**	4620	Toll-like receptor signaling pathway	14	2.2E-02
**Up-regulated**	4662	B cell receptor signaling pathway	13	2.6E-02
**Down-regulated**	4020	Calcium signaling pathway	19	2.1E-02

To further elucidate the underlying disease mechanism, we also determined the relationship between differentially expressed genes in PTE and cardiovascular and lung disease categories. Eighteen disease categories were used in the disease network construction (Fig 4), including 11 lung disease categories, 5 cardiovascular disease categories, and 2 immune disease categories.

**Fig 4:**
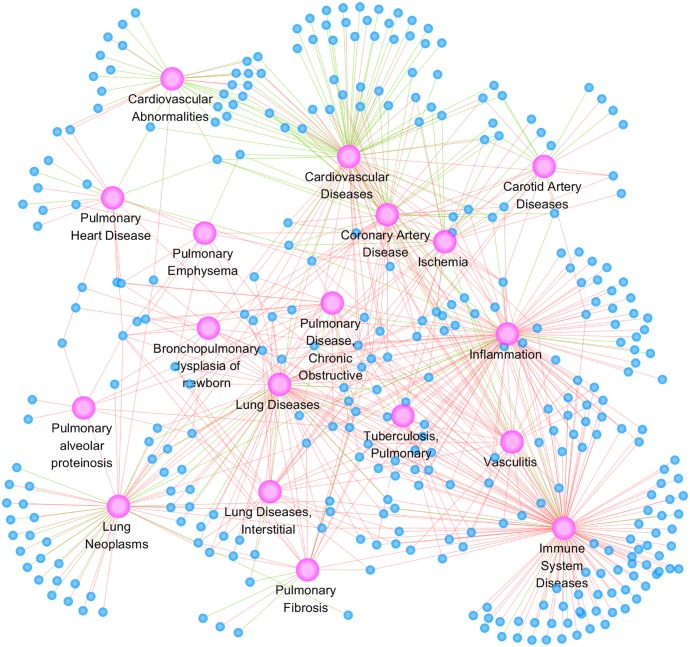
Disease network of differentially expressed genes in PTE pulmonary artery. Eighteen lung and cardiovascular disease categories are used to construct the network. Purple circles indicate disease categories, blue circles indicate differentially expressed genes. Red lines indicate upregulation and green lines indicate downregulation.

### Validation of differentially expressed genes by quantitative reverse transcription PCR (qRT-PCR), western blot analysis and immunohistochemistry analysis

To validate differentially expressed genes, we determined both mRNA and protein expression of three genes (IL-8, TNF-α, and CXCL5) by qRT-PCR and western blot analysis respectively. The expression of all three genes significantly increased by time after the induction of PTE when compared to control normal rabbits (Fig 5A and 5B), which was further confirmed by qRT-PCR, western blot analysis and immunohistochemistry analysis in endothelial cells. (Fig 5C)

**Fig 5:**
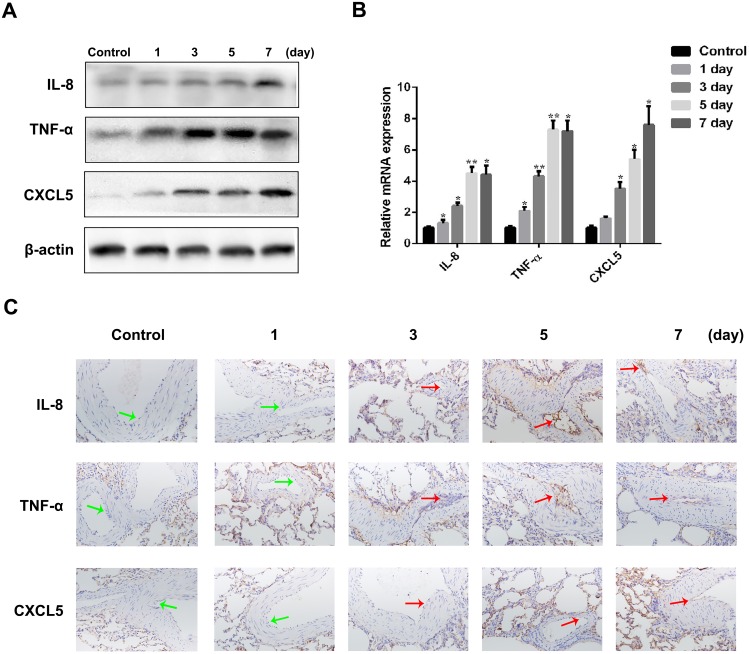
Validation of selected upregulated genes in PTE pulmonary arteries by western blot analysis, qRT-PCR, and immunohistochemistry analysis. (A)Western blot analysis of IL-8, TNF-α, and CXCL5 protein expression during PTE progression. (B) qRT-PCR analysis of IL-8, TNF-α and CXCL5 mRNA expression during PTE progression. Actin was used as an internal control. All of the data are shown as the mean±S.E.M.; * p<0.05, ** p<0.01 compared with the corresponding control group; n = 3. (C) IL-8, TNF-α, and CXCL5 proteins were detected by immunohistochemistry in endothelial cells.

## Discussion

In the current study, we performed genome-wide gene expression profiling of pulmonary arteries in a rabbit PTE model. We detected dramatic changes in gene expression in PTE rabbit and three genes (IL-8, TNF-α, and CXCL5) were subsequently confirmed by qRT-PCR and western blot analysis. 

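IL-8 (CXCL8, NM_001082293) was measured by 7 probes, TNF-α (TNF, NM_001082263) by 5 and CXCL5 (ENSOCUT00000011838) by 6, and the signal of a gene is the mean of its probes. The log2 signal of IL-8 was 5.72 ± 0.51 (SD, n = 2 units) in control and 8.57 in the PTE unit, a change of 2.85. One probe was not well above background on any control array and was at least 7.85-fold higher in PTE, and another was on only 1 of 4, so the control mean includes signals near the background. Of its 7 probes, which rose by 1.05 to 4.26, 2 passed the threshold (limma adjusted p = 0.0289 to 0.684). The probe that was brightest on the control arrays, at 8.05, rose least and had the highest adjusted p. In PTE it was at 9.10 and no longer the brightest, since the probe that rose most was at 10.35. TNF-α signal was 3.62 ± 0.63 (SD, n = 2 units) in control and 9.84 in PTE, a change of 6.22, and 5 of 5 probes passed (limma adjusted p = 0.00509 to 0.00833). Its probes were well above background on only 2 or 3 of the 4 control arrays, so the control level is close to the background. CXCL5 signal was 3.33 in control replicates 1 and 3 and 5.74 in control replicates 2 and 4, or 4.54 ± 1.70 (SD, n = 2 units), and 9.17 in PTE. Its change of 4.64 came with rises of 3.42 to 5.68 over its probes, which were well above background on 2 to 4 of the 4 control arrays, but 0 of 6 passed the threshold (limma adjusted p = 0.0592 to 0.106). Taking the 8 arrays as 8 samples, limma called 7, 5 and 6 probes of the genes. For all 3 genes each of the 4 PTE arrays was above each of the 4 control arrays.

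**Figure D2:**
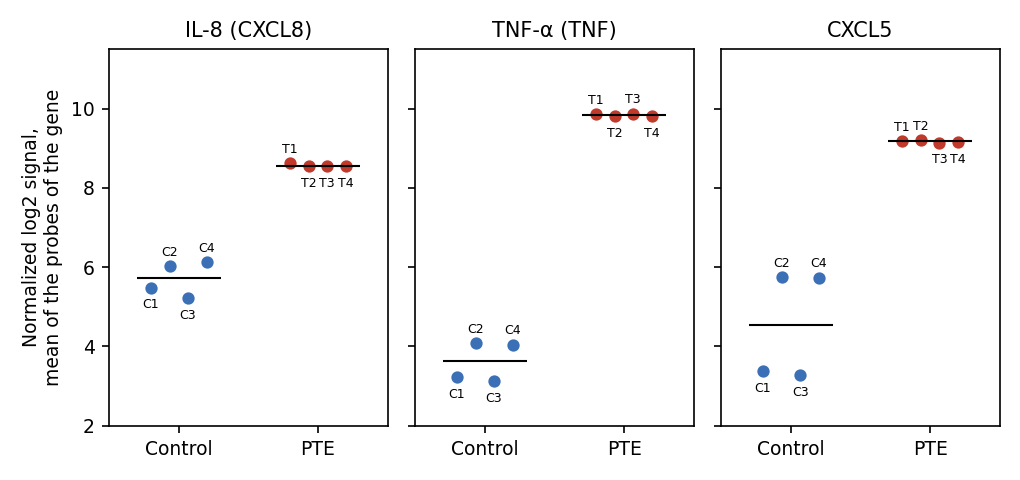
Normalized log2 signal of IL-8, TNF-α and CXCL5, as the mean of the probes of the gene, on 4 control arrays (C1 to C4, blue) and 4 PTE arrays (T1 to T4, red), with a line at the mean of the 4 arrays. Every PTE array lies above every control array, and C1 and C3 lie below C2 and C4 for each gene.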

The most significantly regulated genes in a differential manner were related to cardiomyopathy and inflammation. 

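Genes were ranked by their probe of largest change among named probes that differed in the same direction between every PTE and every control array and were well above background on all arrays of a group. The 5 largest falls were in NPPA, with a log2 change of −12.74 (SE 0.84, limma adjusted p = 0.00174), SLN with −12.36, TNNC1 with −10.64, TNNC2 with −10.21 and CKM with −10.12. For SLN 1 of 5 probes was not called, and the probe of largest change was well above background on 2 of 4 PTE arrays. The 5 largest rises were in PIGR, with 11.70 (SE 0.66, limma adjusted p = 0.00174), ORM1, SFTPA1, SFTPC with 11.43 and SCGB1A1 with 10.96. ORM1 was not well above background on any control array and was at least 1084-fold higher. For SFTPA1 the probe with the rise of 11.51 was well above background on 2 of 4 control arrays, and the other 2 probes changed by 0.19 and 0.22. NPPA, TNNC1 and CKM are in the list of cardiomyocyte markers. SCGB1A1 and PIGR are in that of airway secretory epithelium, and SFTPA1 and SFTPC in that of alveolar epithelium. Cardiac muscle RNA in the control samples, and airway or alveolar tissue in the PTE sample, stay open as explanations of these changes. Of the paper's changed genes for hypertrophic cardiomyopathy, 14 could be named, with 3 higher and 11 lower in PTE and a median change of −2.21. For dilated cardiomyopathy 14 could be named, with 1 higher and 13 lower and a median of −2.51, and for viral myocarditis 5, with 3 higher and 2 lower. In the cardiomyocyte marker list 9 of 9 genes were lower in PTE, with a median change of −5.79 ± 1.80 (SD, n = 2 control units), and the 2 control units differed from each other by a median of 2.55. In the vascular smooth muscle list 8 of 8 genes were lower, with a median of −3.03 ± 0.88 (SD, n = 2).

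**Figure D3:**
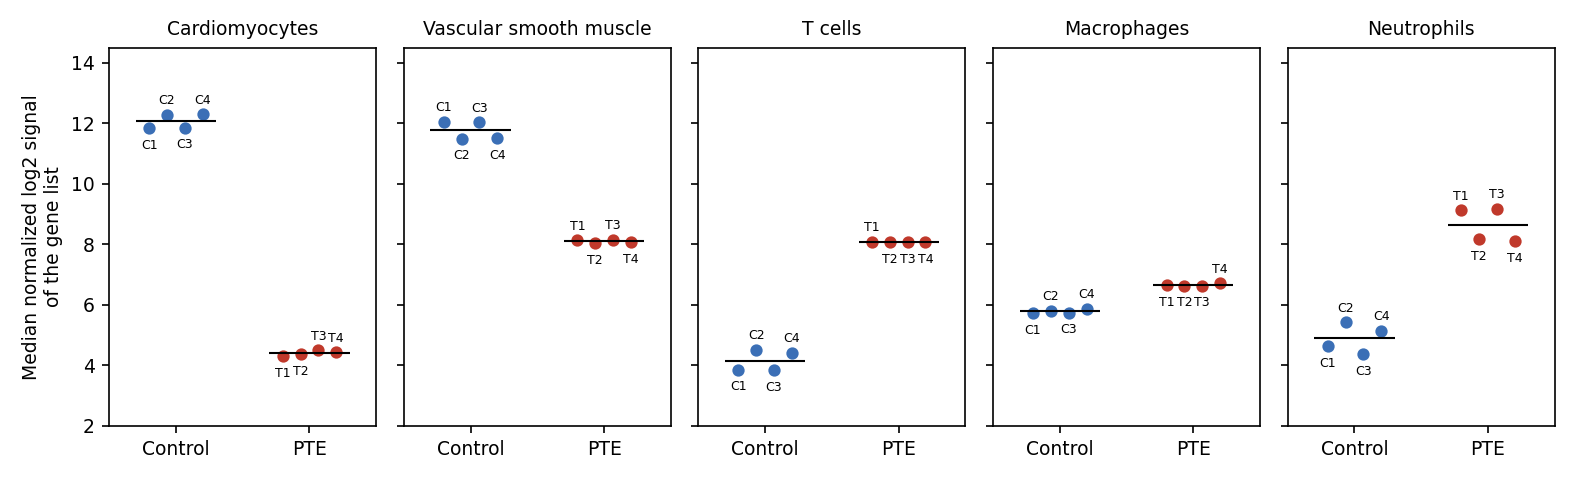
Median normalized log2 signal of 5 lists of marker genes on 4 control arrays (C1 to C4, blue) and 4 PTE arrays (T1 to T4, red), over genes measured on all 8 arrays, with a line at the mean of the 4 arrays. All PTE arrays lie below all control arrays for cardiomyocytes and vascular smooth muscle and above them for T cells, macrophages and neutrophils, and the neutrophil list differs between T1 and T3 and T2 and T4.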

Our results are consistent with recent studies reporting significant changes of pulmonary artery during PTE[51–53].

The importance has been underscored in recent studies of the crosstalk between pulmonary endothelial cells and thrombi in the pathogenesis of PTE. In both PTE animal models and PTE patients, alternations of pulmonary endothelium function have been observed, such as procoagulant activity and fibrinolytic function, along with a noticeable increase in the blood concentration of plasminogen activator inhibitor type I and arginase II protein in PTE patients[51,54]. On one hand, PTE might lead to the dysfunction of endothelial cells through both mechanical and inflammatory insults, with both the lysing thrombus and mechanical effects of thrombotic occlusion damaging the endothelium of the vein[55]; while on the other hand, considering the necessity ofendothelial cells in the resolution of venous thrombi, dysfunctional endothelial cells may contribute to the further progression of the PTE diseases[56,57]. Our data confirmed previous hypothesis that PTE induced dramatic gene expression alterations in pulmonary artery. However, two alternative hypotheses above cannot be distinguished through the data, emphasizing the future mechanistic studies to determine whether inflammatory changes caused by dysfunction of endothelial cells are thrombogenic.

Our gene expression profiling data suggests that more genes are upregulated than downregulated during PTE: at cutoff of 2 fold (FDR<0.05), 1343 genes were upregulated and 923 genes were downregulated in PTE rabbits (Fig 2B). 

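The balance of up- and downregulation depended on the threshold and on what was counted as a sample. On replicate units 86.4% of the probes past the threshold were up. At FDR under 0.01 there were 816 probes up and 37 down. By fold change alone, without a test, 5146 probes were up and 5805 were down, and of the transcripts 1529 were up and 1660 down. With the 8 arrays kept and the unit as a random block, 2346 probes were up and 1461 down. This setting still counts the residual degrees of freedom of 8 arrays, although PTE and control differ only between replicate units. The methods' Student t-test with the 8 arrays as 8 samples gave 4725 up and 4621 down, and limma on the same 8 arrays gave 4908 up and 5163 down. At FDR under 0.01 on the 8 arrays, a setting chosen after the data had been seen, more were up, with 4117 up and 3187 down by the t-test (1221 and 926 transcripts) and 4458 up and 3920 down by limma (1323 and 1126 transcripts). The share of called probes that were up was 78.4% after a shift of each array to its 75th percentile and 99.3% after the other background correction. From the larger number of upregulated genes at its cutoff, the upregulation of most enriched signaling pathways and a study of lung tissue during PTE, the paper proposes that upregulation of gene expression is more prevalent during PTE.

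**Figure D4:**
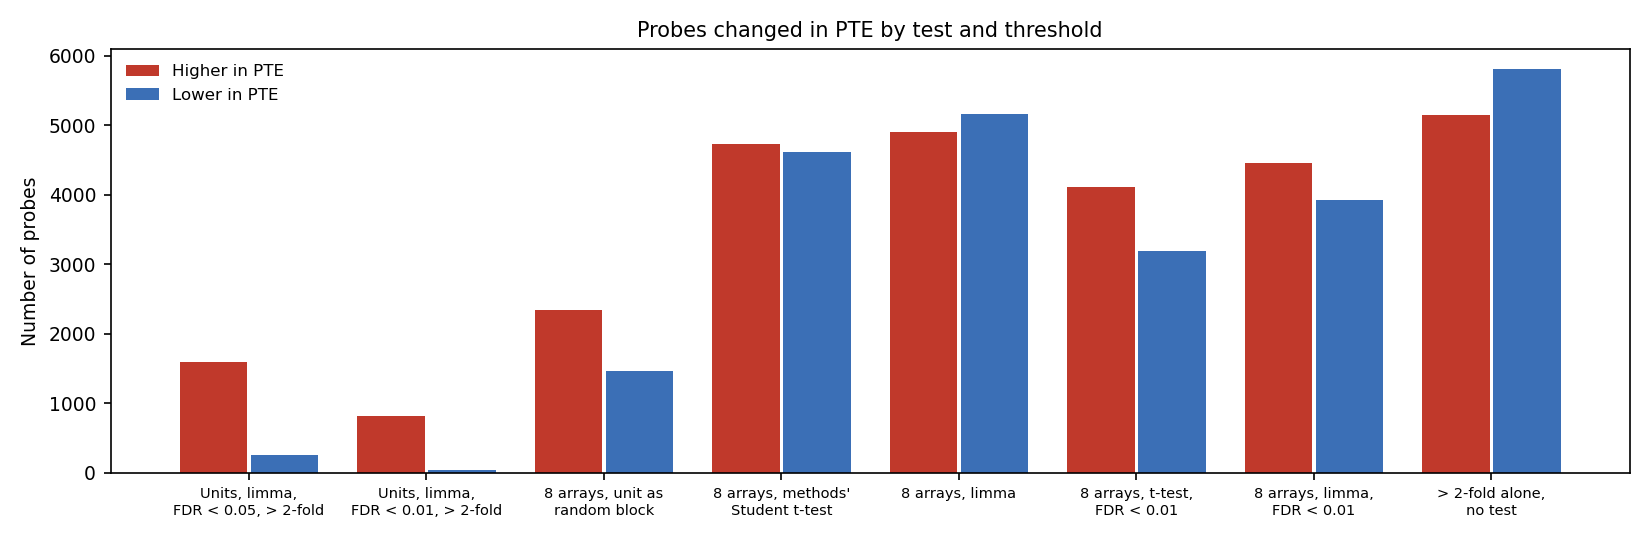
Number of probes higher (red) and lower (blue) in PTE under 8 combinations of sample unit, test and threshold. Probes higher in PTE outnumber those lower in PTE on replicate units, with the unit as a random block and on 8 arrays at FDR under 0.01, while the bars are nearly equal or in the opposite order on 8 arrays at FDR under 0.05 and by fold change alone.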

Of eight enriched signaling pathways, seven pathways were upregulated (Table 1). The data is consistent with a recent bioinformatic study on gene expression analysis of lung tissues during PTE[52], suggesting that upregulation of gene expression is more prevalent during PTE. The result has presented significant implications in PTE diagnosis and treatment. Similar to the lung tissue gene expression analysis during PTE, it is also identified the enrichment of T cell receptor signaling pathway, cytokine-cytokine receptor interaction signaling pathway, NOD-like receptor signaling pathway, chemokine signaling pathway and Toll-like receptor signaling pathway.

The data is consistent with existing literatures on the relationship between inflammation and PTE. It was reported more than 30 years ago that white blood cell count was significantly associated with incidence and mortality of coronary heart disease[58]. Recently, both epidemiological and clinical studies have shown that inflammatory and immune response play important roles in pulmonary embolism (PE): gene expression of type I and II IFN was significantly associated with PE[59]; protein levels of C-reactive protein (CRP), fibrinogene, and leukocyte count were associated with chronic obstructive pulmonary disease (COPD)[60]; gene expression profiling of lung tissues in PE has identified differentially expressed genes enriched in inflammatory, defense and immune response pathways[53].

During the selection of the top candidates, the mRNA expression of 65 genes was first detected that had greatly changed in the three pathways in rabbits between the control and PTE rabbits through RT-PCR, and 10 with the greatest changes were selected among them. Secondly, the protein expression changes of these 10 genes were also spotted by the Westernblot method, and three molecules were finally selected, which were IL-8, TNF-α and CXCL5, in combination with the experimental and literature retrieval results. Cytokines and chemokines are important cell signaling mediators of acute inflammation, adaptive cellular and humoral immune responses[61]. Increased expression of both CXC and C-C chemokines were detected in pulmonary thromboembolism lung tissues[62,63]. In the current study, we validated the upregulation of three chemokines (IL-8, TNF-α and CXCL5) by qRT-PCR and western blot analysis in PTE arteries. IL-8 is a potent neutrophil attractant and activator mainly secreted by macrophages and plays a role in innate immune response. Circulating IL-8 level is higher in patients with idiopathic venous thrombosis[64]; IL-8 is involved in acute lung injury and acute respiratory distress syndrome through the generation of IL-8 and IL-8 autoantibody complexes and influence neutrophil apoptosis[65]; IL-8 level was significantly higher in patients in the acute myocardial infarction stages of coronary artery disease[66]. TNF-α is mainly produced by activated macrophages, which is an important marker for systemic inflammation. Blood level of TNF-α also remained significantly higher in patients with PE[67] and chronic obstructive pulmonary disease (COPD). CXCL5 is another key chemoattractant and activator of neutrophils., who mediates the circadian neutrophil recruitment to the lung[68], with higher expression in patients with coronary artery disease[69].

Limits are surely posed in the study. In our rabbit PTE model, although autologous blood clot formation is similar to thrombosis, autologous blood clots do not laminate permanently like real thrombi[55], thus the imitation of human disease might not be fully reached. Therefore, our findings should be validated in human patients. Second, we only analyzed gene expression changes after 7 days, a time course experiment should be included in the future to distinguish primary from secondary gene expression changes.

## Conclusions

PTE remains a significant cause of death in hospitalized patients. Better understanding of the molecular and cellular pathophysiology may allow improved therapies to lessen the early mortality and long-term morbidity of PTE[53]. Our results suggest that PTE does cause pulmonary artery gene expression changes, which might be used for prognosis or potential therapeutic targets for PTE.

## Supporting Information

S1 Fig Box plot of gene expression profile datasets of control and PTE rabbit pulmonary arteries. (TIF) Click here for additional data file.

S2 Fig Volcano plot of gene expression profiling in control and PTE pulmonary arteries. (TIF) Click here for additional data file.

S3 Fig Cell adhesion molecules (CAMs) signaling pathway. Genes upregulated in PTE pulmonary artery are indicated in blue color and genes downregulated are indicated in purple color.
(TIF) Click here for additional data file.

S4 Fig Cytokine-cytokine receptor interaction signaling pathway. Genes upregulated in PTE pulmonary artery are indicated in blue color and genes downregulated are indicated in purple color.
(TIF) Click here for additional data file.

S5 Fig Toll-like receptor signaling pathway. Genes upregulated in PTE pulmonary artery are indicated in blue color and genes downregulated are indicated in purple color.
(TIF) Click here for additional data file.

S6 Fig Chemokine signaling pathway. Genes upregulated in PTE pulmonary artery are indicated in blue color and genes downregulated are indicated in purple color.
(JPG) Click here for additional data file.

S1 Data Total gene analysis data. (XLS) Click here for additional data file.

S2 Data Gene function analysis data. (XLS) Click here for additional data file.

S1 Table Content of the plasma brain natriuretic peptide (BNP) and N-terminal pro-BNP (NT-proBNP) of the model. (DOCX) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling of Pulmonary Artery in a Rabbit Model of Pulmonary Thromboembolism
**Source:** PLoS One. 2016 Oct 31;11(10):e0164530. doi: 10.1371/journal.pone.0164530
**Supplement:** S1 Table

Supplementary Table 1. Content of the plasma brain natriuretic peptide (BNP) and N-terminal pro-BNP (NT-proBNP) of the model

| Group | Heart Rate  (times/min) | BNP (ng/L) | NT-proB(ng/L) | p |
| --- | --- | --- | --- | --- |
| Control | 216±16 | 53.4±6.7 | 179.0±18.5 | 2.0E-03 |
| PTE(24h) | 207±21 | 73.6±8.4 | 227.4±11.0 | 1.0E-02 |
| Percent increase(%) | / | 38.0±1.6 | 27.8±7.1 | / |

How the deposited data were processed for this re-analysis (not part of the article)

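Gene expression in the pulmonary artery of 4 control and 4 PTE rabbits, as labelled, was measured on 8 single-color Agilent arrays with 45220 spots each. The values deposited by the authors are intensities made with Agilent Feature Extraction 11.0.1.1, with background subtraction and spatial detrending within the array. The deposited spot and local background medians are raw intensities. The paper's quantile normalization in GeneSpring came after these values and was repeated here. Only the array data were analysed. Histology, plasma measurements, qRT-PCR, western blots and the disease network were not analysed here.

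Control spots and spots with a non-uniformity or population outlier flag were left out, which removed 82 to 157 spots per array. Leaving out spots by these flags was decided after first counts with them kept had been seen, and those counts are given among the alternatives. Log2 signals were averaged over the spots of a probe, quantile normalized over the 8 arrays, and kept for probes well above background on at least 4 arrays, as in the methods. The 34715 kept probes were compared on replicate units. A unit is a set of arrays of one group whose median absolute log2 difference is at most 2 times that of replicate spots within arrays, compared within 4 ranges of signal over 155 spots of 31 probes. This rule was set before the array data were examined, after near-equal values had been seen in S1 Data. It gave 2 control units and 1 PTE unit, also with the standard deviation of the difference, a 75th percentile shift or normexp in place of the main settings. The lone PTE unit is assumed to vary like the control units.

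The comparison used limma 3.58.1 in R 4.3.3 with statmod 1.5.0, with empirical Bayes moderation and Benjamini-Hochberg adjustment, at FDR under 0.05 and over 2-fold. A transcript was counted as up or down when at least 1 of its probes was. A set test by camera was planned only for groups with 2 or more units each and was not run, because there is 1 PTE unit. The median change of a gene list was placed among 10000 random lists of the same size, drawn from 14191 identifiers in 20 bins of mean signal. There were 18 lists of marker genes and 8 lists of pathway genes, written from general knowledge before the array data were examined, and the 28 complete KEGG lists of S2 Data. The lists were alveolar, ciliated and secretory epithelium, cardiomyocytes, skeletal muscle, vascular smooth muscle, endothelium, fibroblasts and matrix, adipocytes, T cells, B and plasma cells, macrophages, neutrophils, mast cells, erythroid cells, platelets, reference genes and sex chromosome genes, and the pathways named in Table 1. The other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

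Genes named in the text were chosen by a rule set before the array data were examined: the genes the paper names as regulated and the natriuretic peptides, the 5 symbols with the largest rise and the 5 with the largest fall, and the 3 brightest members of each list. Values of some of these single genes are not reported here. Members of the paper's KEGG lists, and CXCL13, PRKCB and the position difference of CXCR2, were named after their values were seen. The value of a named gene is the mean of its probes, and it counts as called when at least 1 probe passes. That rule was written for transcripts before the array data were examined and was applied to named genes after the brightest probe of CXCL8 had been seen not to pass.

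The comparison was tested on simulated data of 34715 probes with the estimated variances. For 2 units against 1, with 200 probes changed by 3 on the log2 scale, 0.5% were recovered. Larger effects were added after this result. With 200 probes changed by 6, 71.5% were recovered with 10 false calls, with 3000 changed by 3, 34.7% with 128 false calls, and with 3000 changed by 6, 98.3% with 187 false calls. For 4 samples against 4, with 200 changed by 3, 84.5% were recovered with 14 false calls. In each of these 4 later settings the share of false calls was above the nominal 0.05.

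Alternatives chosen before the array data were examined were the 8 arrays as 8 samples, with the unit as a random block, the replicate number as a block or the scan session as a block, the methods' Student t-test on units and on 8 arrays, FDR 0.01, fold change alone, the brightest probe of a gene, a 75th percentile shift, no filter on dim probes, a filter on the mean signal above the 25th percentile, a floor at each array's lowest signal well above background, Spearman correlation, and leaving out each array or control unit. Normexp with an offset of 50 on the median spot signal, 2 PTE units by slide position, each scan session alone, FDR 0.01 on 8 arrays, and keeping spots with an outlier flag were chosen after the data had been seen. Normexp on the mean spot signal was planned and not run, since the array tables used here hold no mean spot signal.

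The readable part of S1 Data, 1618 of 34733 entries, was checked against the arrays. Of 12881 values of 1612 probes, 95.8% were within 0.05 on the log2 scale of the values computed here, and 1600 of 1612 fold changes had the same sign.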

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

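The tests of a missing spot, of airway and alveolar tissue and of the normalization as explanations were chosen after the results were seen. An array far from the other 3 of its group was found in 2 of 62 groups tested, and chance alone gives about 1 in 20.

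On PTE replicate 1 the median log2 signal of the fibroblast and matrix list was 10.38, against 10.86 to 10.87 on the other PTE arrays, which set that array apart from its group. The only probe of 1 member, COL5A1, has no value on this array because its spot carries an outlier flag. Over the members measured on all 8 arrays the median was 10.38 on PTE replicate 1 and 10.40 to 10.47 on the other PTE arrays, so the gap closes when the same genes are compared, and the missing spot may account for it. No biological explanation was tested.

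On PTE replicate 1 the median log2 signal of the Fc epsilon RI signaling list was 7.36, against 7.38 on each of the other PTE arrays. No technical or biological explanation was tested for it.

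Genes of airway epithelium, which the paper does not discuss as a group, were higher in PTE than in both control units. The airway secretory list had a median log2 change of 10.54 over 2 named genes, SCGB1A1 and PIGR, and the airway ciliated list 1.65 over 3 named genes, of which 3 were higher. The change is not explained by quantile normalization, since with a 75th percentile shift the secretory list still changed by 10.32. Airway tissue in the PTE sample stays open. The smallest change of both lists over a control unit was 1.28, but this restates that the lists were higher and does not test for such tissue. SCGB1A1 and PIGR reached log2 signals of 16.38 and 16.13 on the PTE arrays, at percentiles 99.6 and 99.4 of the probes, against 5.88 to 6.51 and 4.58 to 4.85 on the control arrays for the same probes. Alveolar tissue stays open too. The alveolar list had a median change of 1.54, but 2 of its 4 named genes were higher and 2 lower, so it decides nothing. SFTPC rose from 3.62 and 4.32 in the control units to 15.41. SFTPA1, counted as higher, had 1 probe with a rise of 11.51. Its brightest probe was already at 16.83 and 17.03 in the control units and was at 17.15 in PTE. Other tissues express some of these genes, and PIGR is also among the paper's changed genes. A response of the artery to PTE, which the design names, was not tested and stays open too. The PTE arrays form 1 unit, so a difference between single samples and an effect of the condition were not separated for these genes.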

How the results depend on the processing

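Normexp on the median spot signal, 2 PTE units by slide position, scan session 1 or 2 alone, FDR 0.01 on 8 arrays and keeping spots with an outlier flag were chosen after the data had been seen. The cause of a change was not tested except where it is named. Over all alternatives, 483 values of summary results and of the 3 genes the paper names counted as the same, 121 moved, 10 became weaker, 10 stronger and 4 reversed. A count of probes or transcripts counted as the same when neither count was over 1.5 times the other, so some of these differ widely, as 1590 and 2346 probes up with the unit as a random block. A list median did when it moved by no more than the SD between control units, a gap in r when it moved by less than the SD of r between groups, and a ratio to the noise when it stayed on its side of 2. A gene did when it kept its direction and its side of the threshold, or without a whole control unit when it moved by no more than its SD between control units. For single genes named among many, 1429 stayed, 120 became stronger, 82 weaker and 23 reversed. The ratios of array differences to the noise gave the same 3 units under the 4 settings tried.

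Probes up and down in PTE, and transcripts up and down, were 1590 and 250, and 402 and 59. With 8 arrays as 8 samples by limma they were 4908 and 5163 (1452 and 1473 transcripts), with replicate block 4816 and 4799 (1430 and 1373), with scan session as block 4803 and 4811 (1424 and 1381), and with the methods' Student t-test on 8 arrays 4725 and 4621 (1405 and 1317). The replicate block assumes that the replicate number pairs samples, and the deviations of arrays with the same number correlated by −0.04 to −0.01 across probes, so the numbers do not pair them. More samples are counted in these settings, although 8 arrays hold 3 units. With the unit as a random block 1461 probes were down, and 721 and 415 transcripts were up and down. That setting too counts the residual degrees of freedom of 8 arrays, although PTE and control differ only between units. With the methods' Student t-test on the units there were 0 and 1 probes (0 and 1 transcripts), and 2650 probes had an unadjusted p under 0.05. With PTE arrays as 2 units there were 3258 and 1608 (958 and 474), with FDR 0.01 and 2-fold 816 and 37 (165 and 7), and with 2-fold alone 5146 and 5805 (1529 and 1660). FDR 0.01 on 8 arrays gave 4458 and 3920 (1323 and 1126) by limma and 4117 and 3187 (1221 and 926) by the Student t-test. With normexp on the median signal they were 295 and 2 (41 and 1). With no filter on dim probes and with the floor at the lowest signal well above background limma called 0 and 0 (0 and 0 transcripts), with 4721 and 4123 probes at an unadjusted p under 0.05. With the 75th percentile shift 477 probes and 121 transcripts were down. Scan session 1 alone gave 145 probes and 35 transcripts down, and scan session 2 alone 73 probes down and 250 and 18 transcripts. Leaving out 1 array gave 1406 to 1653 probes up and 167 to 287 down, and 345 to 413 transcripts up and 40 to 68 down. Without control replicate 2 the probes down were 167, the largest drop. Keeping spots with an outlier flag gave 1693 probes up and 305 down.

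The gap between the lowest r within a group and the highest r between groups, 0.134, was 0.129 with Spearman correlation, 0.131 with the 75th percentile shift, 0.0997 with normexp, 0.0754 with no filter, 0.149 with the filter on the mean signal, 0.111 with the floor and 0.132 with outlier-flag spots kept. The groups were apart in each of these settings.

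CXCL5, with a log2 change of 4.64 and 0 probes past the threshold, had at least 1 probe past it with 8 arrays as 8 samples, with replicate block, with scan session as block, with the Student t-test on 8 arrays, with the unit as a random block, with 2 PTE units and with the filter on the mean signal (4.64 in each), with the 75th percentile shift (4.70), with outlier-flag spots kept (4.64) and without control replicate 4. The CXCL5 log2 change was 4.61 to 4.66 with 1 array left out, and 3.43 without control replicates 1 and 3 and 5.84 without control replicates 2 and 4. Its lowest adjusted p was 0.000155 to 0.839 over the alternatives. CXCL8 was no longer past the threshold with the Student t-test on the units (2.85), normexp (1.78), no filter (2.85), the floor (2.73), scan session 2 alone (2.87) and the brightest probe (1.05), and its adjusted p was 1.05e-06 to 0.684. TNF was not past it with the Student t-test on the units (6.22), normexp (3.72), no filter (6.22) and the floor (6.00), with an adjusted p of 1.22e-07 to 0.672.

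Median log2 changes of lists moved as follows. With normexp they were 1.11 for alveolar epithelium, −0.33 for skeletal muscle, 1.87 for T cells, 1.25 for B and plasma cells, 0.97 for macrophages, 0.73 for neutrophils, 0.10 for T cell receptor signaling, 0.14 for RIG-I-like receptor signaling, 0.59 for chemokine signaling, −0.29 for B cell receptor signaling and −0.62 for calcium signaling. With no filter they were −0.93 for skeletal muscle, 1.71 for neutrophils, 0.42 for RIG-I-like receptor and 0.28 for Fc epsilon RI signaling. With the floor they were 2.92 for B and plasma cells, 0.91 for neutrophils, 0.21 for T cell receptor and 0.38 for RIG-I-like receptor signaling. With the 75th percentile shift they were 1.28 for alveolar epithelium, −0.58 for skeletal muscle, 1.83 for neutrophils and −0.0799 for reference genes, which reversed. With scan session 1 alone they were 3.78 for B and plasma cells and 1.97 for neutrophils, and with session 2 alone 3.56 and 1.53. With the filter on the mean signal they were −0.93 for skeletal muscle, 1.86 for neutrophils, 0.89 for T cell receptor and 1.04 for Fc epsilon RI signaling. With each gene at its brightest probe they were −0.34 for alveolar epithelium and 0.83 for platelets, which both reversed, −0.91 for skeletal muscle, 1.95 for B and plasma cells and 0.91 for neutrophils. Toll-like and NOD-like receptor signaling fell to 1.39 and 1.05 with the brightest probe, and to 2.04 and 1.09 with no filter. They count as the same because their spread between control units is wide.

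With 1 array or a whole control unit left out, the lowest and highest medians were −0.67 and −0.32 for skeletal muscle, −1.04 and 0.52 for endothelium, which reversed without control replicates 2 and 4, 3.51 and 4.06 for B and plasma cells, 1.63 and 1.88 for neutrophils, 0.39 and 0.72 for T cell receptor signaling, 0.43 and 0.72 for Fc epsilon RI, 1.34 and 3.21 for Toll-like receptor, −0.40 and −0.0429 for B cell receptor and −1.21 and −0.82 for calcium signaling. NOD-like receptor signaling moved by less than its spread between control units and had 0.98 without control replicates 1 and 3 and 2.31 without control replicates 2 and 4. Without control replicates 1 and 3 the median was also 0.27 for adipocytes and −0.15 for platelets, and without control replicates 2 and 4 it was 0.16 for reference genes. Leaving out a whole control unit leaves 1 unit per group, so it gives fold changes and no test. Leaving out the PTE unit leaves no comparison.

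Single genes whose direction reversed with an array or a control unit left out were NOS3 (−1.07 to 0.52), LUM (−1.65 to 0.91), APOE (−0.59 to 0.73), CXCR1 (−2.005 to 0.32), HBB2 (−0.0545 to 1.32), HBA (−0.42 to 1.37), PPIA (−0.40 to 0.70), NFKBIB (−0.0459 to 0.11), CCL21 (−2.10 to 0.92), ELMO1 (−0.46 to 0.85), CTSK (−1.15 to 0.46) and CALM2 (−0.79 to 0.51). NFKBIB reversed without control replicate 1 and the others only without a whole control unit. Reversed under other settings were IGLL1 (0.0419) and APOE (−0.0024) with normexp, HBB2 (−0.0251), EEF1A1 (−0.55), ACTB (−0.0152) and PPIA (−0.14) with the 75th percentile shift, NFKBIB (−0.0584) with scan session 2 alone, and IGLL1 (0.35), ITGB3 (0.83) and CALM2 (0.0262) with the brightest probe. The median log2 change of all probes was −0.22 with the 75th percentile shift and −0.09 with normexp, against −0.19.

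Signal over background limits the low end. Of 43603 probes, 27212 were well above background on all 8 arrays, and changes of probes near the background, such as the control values of TNF, rest on dim spots.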

Differences from the paper's values

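The paper counts Ensembl genes and the counts here are of Ensembl transcripts with at least 1 probe past the threshold. A count is called within the paper's range below when neither of the 2 counts is more than 1.5 times the other, which is a wide range.

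The paper states 1343 upregulated genes, and 402 transcripts were up here. Among the alternatives set before the data were examined, the count is within that range with 8 arrays as 8 samples by limma (1452), with replicate block (1430), with scan session as block (1424), with the methods' Student t-test on 8 arrays (1405) and with 2-fold alone (1529). It is not with the unit as a random block (721), the Student t-test on the units (0), the 75th percentile shift (450), no filter (0), the filter on the mean signal (419), the floor (0), FDR 0.01 (165), the brightest probe (293) or with any 1 array left out (345 to 413). Of the settings chosen after seeing the values, 2 PTE units (958) and FDR 0.01 on 8 arrays by limma (1323) or by the Student t-test (1221) are within it, and normexp (41), each scan session alone (320 and 250) and outlier-flag spots kept (431) are not.

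The paper states 923 downregulated genes, and 59 transcripts were down here. The count is within the range of 1.5 times, though above the paper's, with replicate block (1373), with scan session as block (1381) and with the Student t-test on 8 arrays (1317), which were set before the data were examined. It is outside with 8 arrays as 8 samples by limma (1473), 2-fold alone (1660), the unit as a random block (415), the Student t-test on the units (1), the 75th percentile shift (121), no filter (0), the filter on the mean signal (88), the floor (0), FDR 0.01 (7), the brightest probe (42) or with any 1 array left out (40 to 68). FDR 0.01 on 8 arrays by limma (1126) and by the Student t-test (926), chosen after seeing the values, are within it, and 2 PTE units (474), normexp (1), each session alone (35 and 18) and outlier-flag spots kept (74) are not.

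For probes, the paper shows about 4200 up in Fig 2B, read by eye, and 1590 were up here. The alternatives set before the data were examined that are within 1.5 times of it are 8 arrays by limma (4908), with replicate block (4816), with scan session as block (4803), the Student t-test on 8 arrays (4725) and 2-fold alone (5146), and those that are not are the unit as a random block (2346), the Student t-test on the units (0), the 75th percentile shift (1733), no filter (0), the filter on the mean signal (1615), the floor (0), FDR 0.01 (816) and any 1 array left out (1406 to 1653). Chosen after seeing the values, 2 PTE units (3258) and FDR 0.01 on 8 arrays by limma (4458) or by the Student t-test (4117) are within it.

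The paper shows about 2700 probes down in Fig 2B, read by eye, and 250 were down here. None of the alternatives set before the data were examined is within 1.5 times of it: the counts were 5163, 4799, 4811 and 4621 on 8 arrays by limma, with replicate block, with scan session as block and by the Student t-test, 5805 with 2-fold alone, 1461 with the unit as a random block, 1 with the Student t-test on the units, 477 with the 75th percentile shift, 0 with no filter and with the floor, 359 with the filter on the mean signal, 37 with FDR 0.01 and 167 to 287 with any 1 array left out. FDR 0.01 on 8 arrays by limma (3920) and by the Student t-test (3187) are within it, and both were chosen after seeing the values.

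The paper names CXCL5 among its upregulated genes. Its log2 change here was 4.64, with 0 of 6 probes past the threshold. It was called with 8 arrays as 8 samples, with replicate block, with scan session as block, with the unit as a random block, with the Student t-test on 8 arrays, with the 75th percentile shift, with the filter on the mean signal and without control replicate 4, and in the settings chosen after seeing the values with 2 PTE units and with outlier-flag spots kept.

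The paper lists B cell receptor signaling among the pathways of upregulated genes. Of 7 named members of a list of its core genes 3 were higher and 4 lower in PTE, with a median log2 change of −0.38. The medians from the single control units were −0.16 and −0.0429, so most of this value is not present against either unit alone. Other values go the other way. Of the members, 2 were over 2-fold higher and 1 was over 2-fold lower. The median log2 signal of the list was 9.08 to 9.13 on the PTE arrays and 7.67 to 7.96 on the control arrays.

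The paper states that its cutoff was an FDR of 0.05 and 2-fold. In the readable part of its S1 Data, 263 probes with an Ensembl gene pass that cutoff by the paper's own values, of which 220 are marked as changed and 43 are not, and all 209 that pass FDR 0.01 and 2-fold are marked.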

Other observations

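The tests of a second scan, of equal RNA on the PTE arrays, of cardiac muscle RNA, of lung tissue and blood, of the spread between control units and of other splits were chosen after the results were seen. The test of probes that differ between the PTE slide positions was chosen before its result was seen, and the rule for replicate units, the lists of marker genes and the alternatives with the 75th percentile shift, with the brightest probe and with arrays or units left out were set before the array data were examined.

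Arrays of the same slide position in the 2 scan sessions were nearly equal. In the replicate spots of a probe, the deviations from the probe's mean, which a difference in RNA cannot produce, had a mean correlation of 0.679 between arrays of the same position, against 0.348 for the next highest of 24 matchings of positions (exact one-sided permutation p = 0.0417, the smallest that 24 matchings allow). Single pairs of the same position had correlations across spots of 0.610 to 0.880, and the 12 other pairs 0.174 to 0.530. Of the spots with an outlier flag, 44.6% to 60.4% were shared between arrays of the same position and 17.3% to 28.0% between others, and median signals of the same position differed by at most 1.01-fold. A second scan of the same arrays is a candidate explanation, in which case the 8 arrays are 4 hybridizations. No biological explanation was tested.

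The PTE arrays of different positions also differed by no more than 0.875 times the noise of replicate spots, while control arrays of different positions differed by several times that noise. The same RNA at both PTE positions, for instance from 1 rabbit or 1 pool, and equal expression in different PTE rabbits cannot be told apart, since this ratio restates the pattern and no other value separates them. The exceptions are 68 probes that differed by over 2-fold between the PTE positions in both sessions, 29 higher and 39 lower at position 1. For 25 of them other probes of the same transcript were measured. Those had a median difference of 0.02 (0.0191) in the same direction, and for 0 of the 25 was it over 2-fold, so single spots that differ between hybridizations may account for these 25. The other 43, among them the only probe of CXCR2, had no such probes to compare and were not tested, so a difference in RNA stays open for them.

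The fall of cardiac muscle genes may reflect cardiac muscle RNA in the control samples. The cardiomyocyte genes were lower in PTE without exception (9 of 9), and their median also differed by 2.55 between the 2 control units, which had the same condition. In control replicates 1 and 3, control replicates 2 and 4 and PTE, the log2 signal of NPPA was 15.87, 17.32 and 5.88, that of TNNC1 13.07, 15.96 and 3.87, and that of SLN 12.90, 16.12 and 8.12, by the brightest probe. These genes are at percentiles 96.4 to 99.97 of the control arrays. PLN is in both this list and that of vascular smooth muscle, and arteries near the heart can hold cardiac muscle of their own. How much of the fall is due to PTE was not tested and stays open. In the smooth muscle list MYH11 had log2 signals of 16.33, 13.69 and 10.25.

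The rise of immune genes can come from a response in the artery, which the design names and which was not tested apart, or from other tissue or blood in the PTE sample. Lung tissue with its own immune cells and a response in the artery cannot be told apart, since no lung array of either group was compared, and the T cell list rose by 3.38 either way. More blood in the PTE sample is also open. The hemoglobin genes HBB2 and HBA had a median change of 0.55, which was 1.34 over control replicates 1 and 3 and −0.24 over control replicates 2 and 4, a difference within the spread of the controls.

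More probes passed the test upwards than downwards although more changed by over 2-fold downwards. A larger spread between the control units may account for this. The median absolute difference between the control units was 1.07 among probes over 2-fold lower in PTE and 0.64 among those over 2-fold higher, and it was larger among the lower probes in 6 of 6 ranges of mean signal. A biological cause was not tested.

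With 3 units there are 3 splits into 2 units and 1, and 1 of them, the real one, gave as many as 1840 probes past the threshold. The other 2 gave 0 by limma. With 3 splits chance cannot be excluded.

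The other lists of marker genes were not tied to a statement of the paper. The median log2 change of skeletal muscle was −0.65 over 9 genes (4 higher, 5 lower), that of endothelium −0.28 over 5 genes (2 higher, 3 lower), that of adipocytes 0.63 over 6 genes (4 higher, 2 lower, with PPARG also among the macrophage genes), that of platelets −0.64 over 3 genes (1 higher, 2 lower) and that of reference genes 0.25 over 10 genes (7 higher, 3 lower). For mast cells and sex chromosome genes 0 genes could be named. The reference genes changed direction with the 75th percentile shift, endothelium without control replicates 2 and 4, and platelets and alveolar epithelium with the brightest probe.

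The paper measured plasma BNP. No probe carries the name NPPB here, and the related NPPA fell in PTE arteries by 11.49 as the mean of its 6 probes, all of them called. Plasma levels were not analysed here.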
